A study of Mus musculus with 14 samples. Its data were reported in "Neuid: A Novel Neuron‐Enriched LncRNA that Connects Epigenetic Gene Silencing to Alzheimer's Disease" (2026).

How the data were processed

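H3K27me3, the trimethylation of lysine 27 of histone H3 that Polycomb repressive complex 2 deposits, was measured by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse primary hippocampal neurons. Knockdown was by gapmers, short oligomers with a DNA core and modified ends that pair with a chosen RNA and lead to its cleavage. The chosen RNA was the long noncoding RNA NeuID, and control cultures received a non-targeting gapmer. The labels list 6 control and 6 NeuID knockdown ChIP libraries, together with 1 input library for each condition. Groups were taken from the sample titles.

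The authors mapped single-end reads to the mouse genome build mm10 with bowtie2, called broad peaks with MACS2 and compared the groups with DiffBind. The p-value and FDR of each peak came from the DESeq2 option of DiffBind as run by the authors, and the log2 Fold of the deposited table is the knockdown relative to the control in that model. For each peak the authors also deposited log2 means of normalized reads, over all libraries and for each group. The normalization, the rule for merging peaks, the removal of duplicate reads and the subtraction of input reads were not stated. Input subtraction would matter most for peaks with few reads, because it can set a library to its lowest value. A group mean is listed at 0 when it came to no more than 1 normalized read. Values per library were not analysed here, so no SD, n or test between libraries accompanies the authors' means. The number of further per-sample columns left unused was 0. Neither RNA-seq nor input values were used here.

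No count model was fitted here, and DESeq2 was not run again; calls rest on the FDR of the authors' deposited table. A peak was called changed at an FDR below 0.1 and a log2 Fold beyond 1 in either direction, the limit read from the study's text as a log2 value. The FDR was checked by Benjamini-Hochberg adjustment of the deposited p-value over the 23538 peaks with a p-value below 1. The difference between the groups was computed as the knockdown minus the control log2 mean. The ratio of libraries behind the means was solved from the overall mean as a weighted sum of both group means. The same weights gave the unlisted mean of a group listed at 0.

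Peak coordinates were compared with GRCm38, the assembly that mm10 names. All peaks on the 20 chromosomes lay inside them, and 26 peaks lay on unplaced scaffolds. Each peak was assigned to the nearest gene start of GENCODE M21, all gene types included. A promoter peak lay within 1 kb of a gene start. GC content and the repeat-masked (lower-case) share were read from the genome sequence for 23641 peaks. Medians of gene sets and of chromosome X were placed among 10000 random peak lists of the same size matched in 20 bins of the overall mean. Sets were defined by the nearest gene. They were developmental transcription factor families (symbols beginning with Hox, Pax, Lhx, Nkx, Sox, Fox, Gata, Tbx, Irx or Dlx, and the sine oculis homeobox family), 20 glial genes, and genes whose symbol begins with Wnt. Peaks are not independent replicates, so percentiles and Fisher's exact tests across peaks (two-sided) describe this list and these libraries. Binomial intervals are 95% Wilson intervals and cover counting error only.

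The peaks named in the text were fixed by a rule. In each direction these were the 3 changed peaks with the smallest p-value in the authors' deposited table, the 3 with the smallest p-value among peaks with both groups above 0, all peaks within 5 kb of Olig2, Hes1, Etv5 and Tcf7l2, and the chromosomes with the lowest and highest median Fold. The first rows of the study's supplementary peak list had been seen when the rule was written. The limits, gene sets, comparisons and alternatives were fixed before the data were examined, except the other weightings of the strength bins, the comparison of adjacent peaks, the shuffled calls and the promoter shares matched on strength and width. The tests of explanations in the closing section were chosen later. For GC content and repeats, the deciding outcomes were set before those values were computed. The alternatives were stricter FDR and Fold limits, filters on width, strength and groups at 0, the Benjamini-Yekutieli adjustment, the group difference in place of Fold, centring, autosomes only, and other rules for assigning genes.

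Several tests of explanations were revised during the work. A width test for noise, a test of strength at a given width, and the equally weighted bins were added after related trends had been seen. A prediction for the strength bins had been entered with its outcomes exchanged and was corrected. Scripts were tested on simulated data over 23668 peaks. All 200 planted changes were recovered (100%), 9.50% of the calls were false, and the correlation of adjacent peaks was 0.916 with a shared effect and 0.0134 without. The simulated values were normal, without reads, zeros or libraries, and the planted and shared effects far exceeded their error. These outcomes were thus largely built in. They check the code and do not measure sensitivity in these data. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6.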

Results

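To determine where H3K27me3 differed after NeuID knockdown, the deposited ChIP-seq comparison of control and NeuID knockdown primary hippocampal neurons was examined peak by peak. The labels list 6 control and 6 knockdown ChIP libraries. The authors' deposited table lists 23668 peaks covering 13.9 Mb. The median peak was 426 bp wide, the shortest 174 bp and the longest 12729 bp, and 9.72% of peaks reached 1 kb. The authors' overall mean had a median of 2.93 on the log2 scale, or 7.60 normalized reads per library and peak. Summed over all peaks, the authors' control means came to 297738 normalized reads and the knockdown means to 289070, or 97.1% of the control. The normalization was not stated and may fix this ratio, so the ratio does not show whether total H3K27me3 changed. Total reads per library were not analysed here, and the spread between replicates could not be computed from group means.

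The overall mean gave the control mean a weight of 0.545 in each of 21925 peaks with distinct group means above 0, out of 22097 with both groups above 0. Among ratios of up to 6 libraries per group, only 6 control to 5 knockdown libraries has this weight. The deposited means thus have the weights of 11 libraries, while the labels list 12 ChIP libraries. Which knockdown library is missing from the means is not shown by the values.

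The first comparison asked how many peaks differed between the groups. At an FDR below 0.1 and a log2 Fold beyond 1 in the authors' deposited table, 854 peaks were decreased and 645 were increased after knockdown. Decreased peaks made up 57.0% of the 1499 changed peaks (95% Wilson interval 54.5 to 59.5%), and changed peaks made up 6.33% of all listed peaks. The alternative that moved the total most was restriction to peaks with an overall mean of at least 4, readjusted, which left 48 decreased and 17 increased peaks. The deposited FDR equalled the Benjamini-Hochberg adjustment over 23538 peaks, and the other 130 peaks had a p-value of 1. In the authors' deposited table, 14.8% of the adjusted peaks had a p-value below 0.05.

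**Figure D1:**
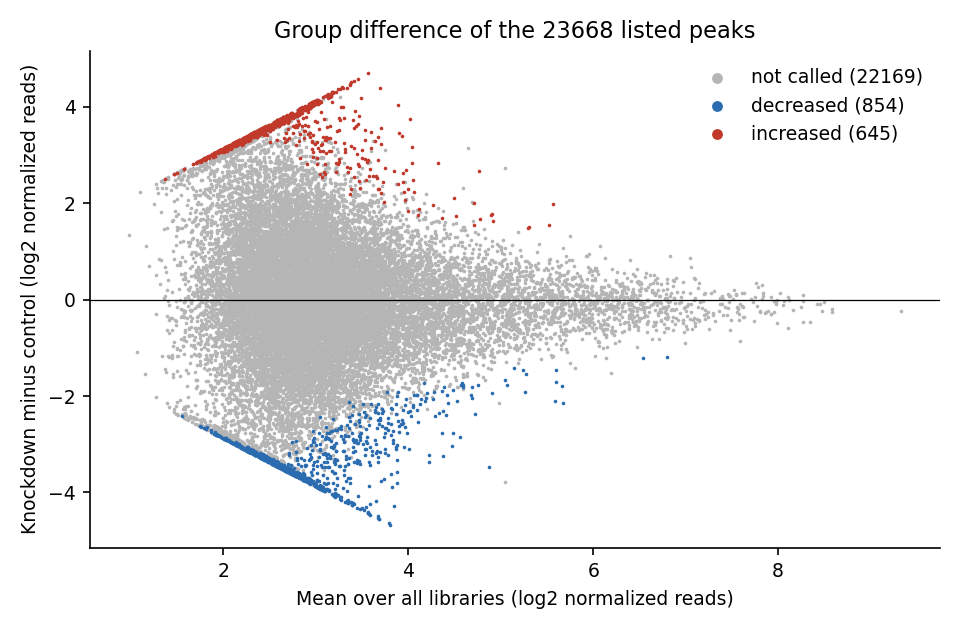
Each point is a listed peak, with the authors' mean over all libraries on the x axis and the knockdown minus control group mean on the y axis, both in log2 normalized reads. The median overall mean was 2.86 for the 854 decreased peaks (blue), 2.60 for the 645 increased peaks (red) and 2.94 for uncalled peaks. The diagonal edges are peaks with a group listed at 0.

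The spread of Fold over all peaks was examined next. The unstated normalization may itself centre these values, so a change of total H3K27me3 cannot be judged from them. The median Fold in the authors' deposited table was -0.0027, and 50.9% of peaks lay below 0. The difference of group means had a median of -0.02. Fold was much narrower than that difference for most peaks: its quartiles in the authors' deposited table were -0.12 and 0.11, while those of the group difference were -0.80 and 0.77, so medians of Fold understate the differences between the group means. It was the peaks of at least 1 kb that moved the median Fold of the authors' deposited table most, to -0.03. Among chromosomes, the median Fold in the authors' deposited table was lowest on chromosome 19 at -0.02 and highest on chromosome 15 at 0.0061. Chromosome X held 660 peaks, of which 23 were decreased and 15 increased, or 8 and 1 with both groups above 0. Its median Fold of -0.01 lay at the 3.04th percentile of matched lists from the authors' deposited table, inside the central 95%, and at the 2.16th percentile with peaks listed at 0 in either group left out.

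Many changed peaks had a group mean at the lowest listed value. The authors' mean was listed at 0 for the knockdown in 794 peaks and for the control in 777 peaks, and no peak had both at 0. Of the decreased peaks, 534 (62.5%) had a group at 0, and of the increased peaks 474 (73.5%). Together these were 67.2% of the changed peaks (95% Wilson interval 64.8 to 69.6%). The share rose to 85.8% at an FDR below 0.01. Among uncalled peaks it was 2.54%. A group at 0 tends to give a large group difference, so calling on Fold and FDR favours such peaks and sets part of this contrast. With both groups above 0, 320 decreased and 171 increased peaks were left.

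The direction of the changed peaks varied with strength and width. In 5 bins of the authors' overall mean, 166 peaks were decreased and 241 increased in the weakest bin, and 117 were decreased and 43 increased in the strongest. Decreased peaks were 40.8% of the changed peaks in the weakest bin and 73.1% in the strongest. The overall mean weights the control group more heavily, however, and with both groups weighted equally these shares were 57.1% (52.3 to 61.7%) and 64.5% (56.6 to 71.6%), with overlapping 95% Wilson intervals. In bins of the mean of the listed log2 group values they were 53.6% (50.6 to 56.6%) and 67.1% (55.7 to 76.8%). In bins of width, 113 peaks were decreased and 186 increased among the narrowest peaks, against 158 and 56 among the widest. The median group difference was 0.18 in the narrowest and -0.12 in the widest bin.

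**Figure D2:**
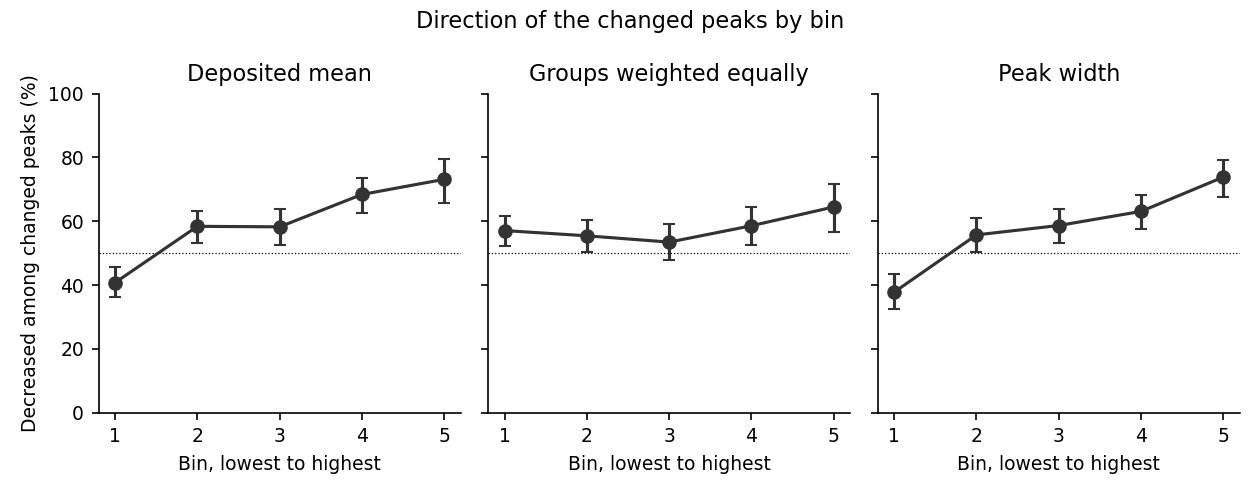
Share of decreased peaks among the changed peaks (percent, with 95% Wilson intervals) in 5 bins of the deposited overall mean, of the mean with both groups weighted equally, and of peak width. From the lowest to the highest bin the share went from 40.8 to 73.1% with the deposited mean and from 57.1 to 64.5% with equal weights.

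The decreased peaks with the smallest p-values lay at developmental genes in part. A peak on chromosome 14 (69170662 to 69172464, mm10) covered the start and coding exon of Nkx2-6. The authors' mean there was 6.30 in the control and 4.16 in the knockdown on the log2 scale. Its Fold in the authors' deposited table was -2.10, with an FDR of 1.7e-06. A peak over a coding exon of Prdm13 on chromosome 4 (21682891 to 21684432) had a Fold of -3.25 and an FDR of 2.6e-06 in the authors' deposited table. On chromosome 9 (122798674 to 122799564), a peak over a coding exon of Topaz1, nearest to the start of Tcaim, was listed at 0 in the knockdown and at 4.68 in the control, with an FDR of 1.7e-06 in the authors' deposited table. An intergenic peak on chromosome 19 (45140990 to 45144994), 5686 bp from the start of Tlx1, had a Fold of -1.18 and an FDR of 3.0e-05 in the authors' deposited table.

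The 3 increased peaks with the smallest p-values were all listed at 0 in the control. They lay on chromosome 2 (36203971 to 36204812) in a non-coding exon of Gm13429, on chromosome 12 (82947658 to 82948268) in an intron of Rgs6, and on chromosome 13 (72273545 to 72274413) between genes. The authors' knockdown means were 4.51, 4.70 and 4.55 on the log2 scale. With both groups above 0, the first increased peak covered a coding exon of Adra1d and the start of Gm14285 on chromosome 2 (131561117 to 131562945), with a Fold of 1.94 and an FDR of 3.5e-04 in the authors' deposited table. The next covered a coding exon of F11r and the start of Gm26641 on chromosome 1 (171437189 to 171438013), with a Fold of 3.43 and an FDR of 5.0e-04 in the authors' deposited table. The last was intergenic on chromosome 5 (22352317 to 22352793), with a Fold of 3.87 and an FDR of 6.3e-04 in the authors' deposited table.

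Peaks were then assigned to genes. The decreased peaks were nearest to 783 genes and the increased peaks to 624 genes, of which 51 were in both sets. Shuffling the calls over the peaks gave a median of 68 shared genes (95% of shuffles from 54 to 82). The assignment rule that moved the counts most required a gene start within 5 kb, which left 251 and 197 genes. Promoter peaks made up 10.5% of the decreased peaks, 11.6% of the increased peaks and 15.4% of the uncalled peaks. By Fisher's exact test over peaks, which are not replicates, the odds ratio against uncalled peaks was 0.648 for decreased peaks (p = 6.6e-05) and 0.724 for increased peaks (p = 0.0077). With both groups above 0 the shares were 16.2% and 21.1% against 15.7%, and neither direction differed by Fisher's exact test (p = 0.757 and p = 0.0574). Among 2000 peak lists matched on strength and width, the promoter share lay at the 1.68th percentile for decreased and at the 85.5th for increased peaks.

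To examine the transcription factor genes that the study links to glia, all peaks within 5 kb of 4 genes were listed. They held 20 peaks, of which 3 were decreased and 1 increased. Olig2 (chromosome 16, 91225457 to 91228677) had 9 peaks. The widest, from 91224525 to 91228442, covered the gene start, and the authors' means were 6.60 in the control and 6.41 in the knockdown. Its Fold was -0.08 with an FDR of 0.888 in the authors' deposited table. The changed peak within 5 kb of Olig2, from 91231971 to 91233021, was increased, with a Fold of 2.42 and an FDR of 0.0151 in the authors' deposited table. A decreased peak of 330 bp lay farther downstream, 15074 bp from the gene start (91240531 to 91240860), where the knockdown was listed at 0 and the control at 3.11; its FDR in the authors' deposited table was 0.0507.

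**Figure D3:**
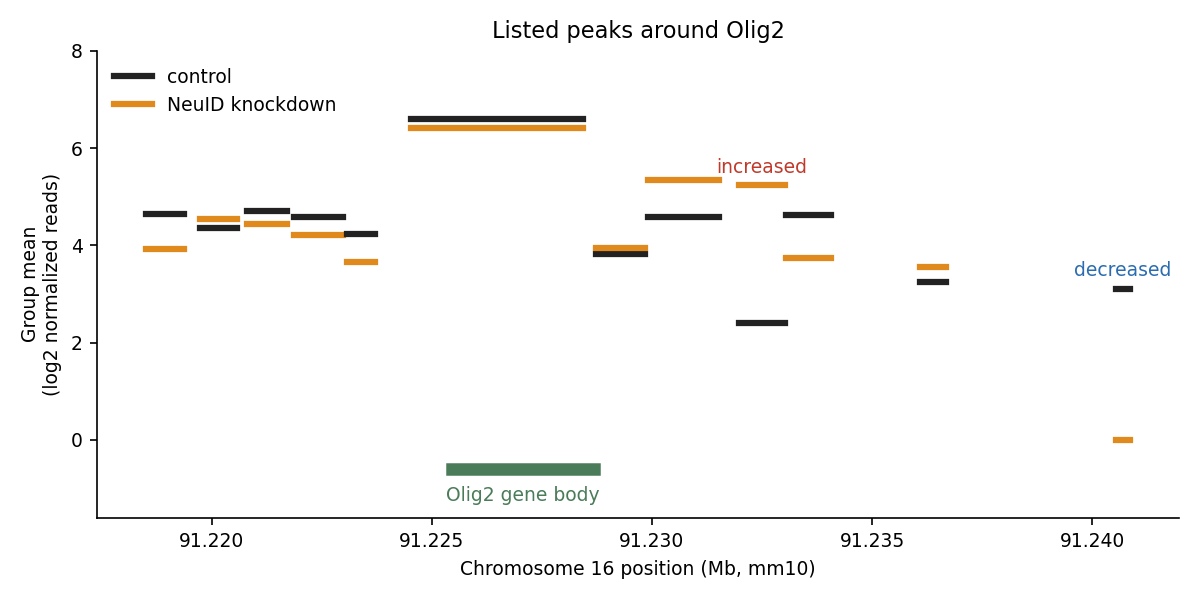
Listed peaks around Olig2 on chromosome 16 (position in Mb, mm10), with the authors' group means in log2 normalized reads for control (black) and NeuID knockdown (orange) drawn over the width of each peak. The peak over the gene start has means of 6.60 and 6.41, the increased peak lies downstream of the gene, and the decreased peak is the 330 bp interval with the knockdown at 0.

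Hes1 had 1 peak in its window, a 244 bp peak 3841 bp from the gene start (chromosome 16, 30068225 to 30068468). It was listed at 0 in the knockdown and at 3.41 in the control, with an FDR of 0.0035 in the authors' deposited table. The 1 peak of Etv5, 316 bp wide and 4198 bp from the gene start (chromosome 16, 22443917 to 22444232), was listed at 0 in the knockdown and at 3.06 in the control, with an FDR of 0.0823 in the authors' deposited table. Tcf7l2 had 9 peaks, of which 1 inside the gene was decreased (chromosome 19, 55893003 to 55893965). Its authors' means were 4.44 in the control and 1.78 in the knockdown, and its Fold was -1.67 with an FDR of 0.0721 in the authors' deposited table. Of 6147 protein-coding genes with a listed peak in the same window, 423 (6.88%) held a decreased and 387 (6.30%) an increased peak.

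Gene sets were compared with peaks of the same strength. The developmental transcription factor families had 782 peaks, of which 24 were decreased and 5 increased. Their median Fold in the authors' deposited table was -0.03, at the 4.28th percentile of matched lists and inside the central 95%. Their median group difference was -0.13, at the 9.62nd percentile. The glial genes had 30 peaks near 11 of the 20 genes, with 4 decreased and 3 increased. Of the listed genes, 4 are those the study chose, in part on these H3K27me3 data and in part on its RNA-seq. The glial median lay at the 15.8th percentile. With both groups above 0, 25 glial peaks were left, of which 0 were decreased and 2 increased, and their median lay at the 43.3rd percentile. The 80 peaks nearest to Wnt genes had a median Fold of -0.08 in the authors' deposited table, at the 0.15th percentile, with 5 decreased and 0 increased. Their median group difference was -0.51, against a median of -0.07 in matched lists. The Wnt median stayed below the 1st percentile under each alternative tried.

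Adjacent peaks were compared because H3K27me3 often covers wide domains. Across 4364 pairs with a gap below 1 kb, the Spearman correlation of the group differences was 0.042, across peaks that are not independent replicates. It was 0.0378 for gaps of 1 to 5 kb and 0.0054 for gaps of 50 kb and more. For 383 pairs within 5 kb with both peaks at an overall mean of at least 5, the correlation was 0.014. The 550 neighbours within 5 kb of a decreased peak included 18 decreased and 11 increased peaks. The 302 neighbours of an increased peak included 12 increased and 11 decreased peaks. Each adjacent pair was counted from both of its peaks, so neighbours with the same call come from fewer pairs than their number. Of the 15898 neighbours of any peak, 550 were decreased and 302 increased. The median group difference of the neighbours was -0.21 beside decreased, -0.11 beside increased and -0.12 beside any peak.

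**Figure D4:**
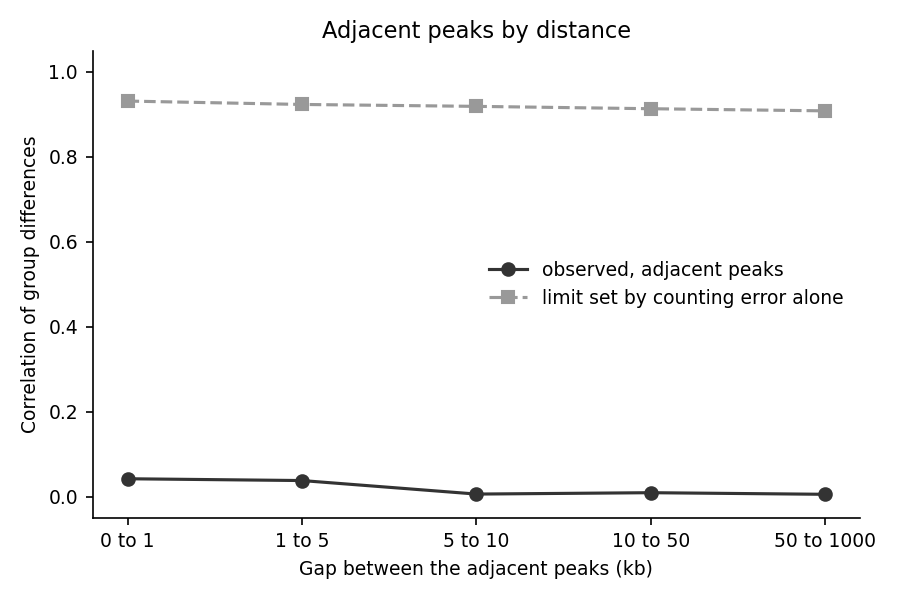
Spearman correlation of the group differences of adjacent peaks (y axis) by the gap between them in kb (x axis), beside the correlation that counting error alone would leave if both peaks changed together. The observed values stay at or below 0.042 and the limit lies between 0.908 and 0.932; noise beyond counting error would lower that limit.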

Values the study reported

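The study reported 854 genes with decreased and 645 genes with increased H3K27me3 after the knockdown, at an FDR below 0.1. For the principal component analysis of these ChIP-seq data it gave 5 samples per group.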

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

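No paired analysis was possible because the values used are group means, and values per library were not analysed here. For the same reason, fits leaving out each library, a replicate block and other splits of the libraries could not be run. The bins with both groups weighted equally and those of the mean of the listed log2 group values were chosen after seeing the data.

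Decreased peaks outnumbered increased peaks under each of the 11 alternatives to the calling rule. An FDR below 0.01 left 250 decreased and 165 increased peaks, with 60.2% decreased. With both groups above 0 there were 320 and 171, with 65.2% decreased. Peaks of at least 1 kb gave 47 and 22, with 68.1% decreased. Peaks with an overall mean of at least 4, readjusted, gave 48 and 17, with 73.8% decreased. That mean weights the control more heavily, which favours decreased peaks. In the strongest of 5 bins the decreased share was 73.1% with that mean and 64.5% with equal weights. This filter was not run with equal weights. The Benjamini-Yekutieli adjustment gave 242 and 157, with 60.7% decreased. The smaller counts follow in part from fewer peaks or a stricter limit; the cause of the moved shares was not tested.

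The median over all peaks moved to -0.0194 with the difference of group means, to -0.0269 with peaks of at least 1 kb and to -0.0267 with an overall mean of at least 4. The share of changed peaks with a group at 0 moved to 74.5% at an FDR below 0.05 and to 85.8% at an FDR below 0.01. Stricter limits favour peaks with large group differences, which a group at 0 tends to give. No further cause was tested. A gene start within 5 kb left 251 genes with decreased and 197 with increased peaks, and overlap with a gene body left 405 and 365, because fewer peaks could be assigned.

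With both groups above 0 the promoter share was 16.2% for decreased peaks and 21.1% for increased peaks, no longer below the uncalled peaks and not distinguishable from them by Fisher's exact test. This filter removes 67.2% of the changed and 2.54% of the uncalled peaks, so it does not show the cause. The decreased share in the weakest bin reversed from a minority to 57.1% with both groups weighted equally and to 53.6% with the mean of the listed log2 group values. In the strongest bin it moved to 64.5% with equal weights. The definition of the bins is what differs between these settings. Chromosome X passed the lower 2.5% limit, at the 2.16th percentile, with both groups above 0; the cause was not tested. The glial genes went from 4 decreased and 3 increased peaks to 0 and 2 with both groups above 0, and chromosome X from 23 and 15 to 8 and 1. For single peaks, the difference of group means was set beside the same deposited FDR and had the sign of Fold in 99.7% of all peaks, so it says nothing about the stability of their calls.

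The median was 7.60 normalized reads per library and peak, and 69 of the 1499 changed peaks reached 1 kb. How far depth limits single peaks was not tested, since reads per library were not analysed here.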

Other observations

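The tests below were chosen after the result they bear on was seen, except that the deciding outcomes for GC content and repeats were set before those values were computed.

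The counts of peaks here, 854 and 645, are counts of listed peaks. The study gives the same counts for genes. Nearest gene starts gave 783 and 624 genes. The number of samples per group that the study gives for these data, quoted above, matches the weights behind the deposited means for the knockdown but not for the control, and differs from the labels for both.

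Most neighbours of changed peaks within 5 kb were not called (521 of 550 beside decreased and 279 of 302 beside increased peaks). A change across whole H3K27me3 domains would move adjacent peaks together. Their correlation over all peaks, most of them uncalled, was 0.042 at gaps below 1 kb. Changes shared by adjacent peaks thus made up little of the spread of the group differences. Noise beyond counting error lowers this correlation by an unknown amount, so it does not decide whether domains changed. Increased calls were 12 of 302 beside increased peaks and 302 of 15898 beside any peak. Each pair was counted from both sides, so the 12 rest on few pairs. No test was made, and whether increased calls cluster stays open. Decreased calls were not more frequent beside decreased peaks (18 of 550) than beside any peak (550 of 15898). A change across domains that is small beside the noise stays open. A GC bias stays open. GC content had a correlation of 0.0268 with the group difference over all peaks, near 0, and increased calls did not rise with GC (3.00% of peaks in the lowest and 2.45% in the highest of 5 bins). On the other side, decreased peaks had 48.0% GC, at the 0th percentile of matched lists (48.7 to 49.5%), increased peaks lay at the 93.9th percentile, and decreased calls fell from 4.63% to 2.24% of peaks across the same bins. The repeat-masked share of changed peaks lay at the 73.3rd percentile of matched lists, that of decreased peaks at the 93.8th and that of increased peaks at the 23rd, none beyond the central 95%.

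Noise common to the libraries of a group is a candidate explanation of part of the calls. The spread of the group difference fell with strength with a slope of -0.53, near the square root of the reads, and was 3.40 to 3.94 times the counting error of independent libraries. Variation between independent libraries can also exceed counting error, and group means cannot separate these. At a given width the coefficient on strength was -0.96, which argues against counting noise of the ChIP reads alone. At a given strength the spread grew with width, with a coefficient of 0.57, as noise from subtracted input reads would. A recovered group mean of 0, up to the rounding of the calculation, occurred in 578 peaks. Subtraction could also produce this, though so could libraries without reads. Whether input was subtracted is not stated, and wide peaks merged from separate calls may show the same growth. A response to the knockdown at single short intervals stays open and was not tested.

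The rise of decreased calls with strength depended on how the bins were defined. With equal weights the strongest bin had 64.5% decreased calls, and its interval overlapped that of the weakest bin. With the mean of the listed log2 group values the share rose from 53.6% in the weakest bin to 67.3% in bin 4, beyond both intervals, and was 67.1% in the strongest. That mean places most peaks with a group at 0 in the weakest bin. The width trend does not use these weights, and the median group difference was 0.18 in the narrowest bin and below 0 in the widest, which argues against one scaling factor for all peaks. On 20 of 20 chromosomes the widest bin lay below the narrowest, whereas with equally weighted strength the strongest lay below the weakest on 9 of 20. Lower enrichment in the knockdown libraries cannot be told apart from a biological decrease, since the developmental families lay at the 4.28th percentile, near the limit, and the median group difference showed no steady fall with strength under either of the other weightings. Bins of the control mean alone gave a median of 1.74 in the weakest bin, an outcome that such bins fix by themselves, so this test decides nothing.

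Chromosome X lay at the 3.04th percentile of matched lists. A different share of female cells may or may not contribute: the value lies near the limit and an alternative passes it, so the effects cannot be told apart here.

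At the 4 transcription factor genes, 3 of 4 held a decreased peak in the window. Random sets of 4 genes with peaks reached this in 0.1% of 10000 draws. The study chose these genes for decreased H3K27me3 in the same experiment together with increased expression in its RNA-seq, which was not used here. It also shows H3K27me3 coverage tracks that it describes as decreased across the 4 loci. Because the choice used the H3K27me3 data, selection cannot be told apart from a shared response in these counts. Olig2 is the exception in direction within 5 kb: its changed peak there was increased. With the gene body plus 20 kb, 4 of 4 genes held a decreased peak, with 4 decreased peaks and 1 increased peak in all. Whether the gain at the increased peak extends across the locus stays open. The other 8 peaks within 5 kb of Olig2 had a median Fold of -0.0647 in the authors' deposited table, but 3 were higher and 5 lower in the knockdown. The peak over the gene start was among the lower ones, and the peak from 91229917 to 91231521 was higher by 0.77 on the log2 scale. No biological explanation was tested for this peak.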
